A study of Mus musculus with 6 samples.

How the data were processed

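RNA was measured in 6 libraries, each from the cardiomyocytes of a mouse carrying the MX1gfp reporter, in which green fluorescent protein is placed at the Mx1 gene. Per the labels, 3 mice received an intraperitoneal injection of phosphate-buffered saline (vehicle) and 3 received doxorubicin at 25 mg per kg body weight, each in 100 microlitres. Hearts were taken 48 hours later. Per the labels' protocols, they were perfused and digested with collagenase, the atria were separated from the ventricles, and myocytes settled by gravity before total RNA was extracted. Gravity settling enriches for cardiomyocytes without sorting them. Groups and replicate numbers came from the sample titles. The labels give neither sex, age nor sequencing batch.

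Per the labels' protocols, reads were aligned with STAR in the BaseSpace RNAseq Alignment application to mm10 with RefSeq genes, and the BaseSpace RNA-seq Differential Expression application followed. The counting tool, the use of strand, the method of normalization and any filter are not given in the sources used here. The deposited values are a signal that is never negative, normalized read counts per gene, with 1 column per library and no pooling of replicates. They are not whole numbers, and their totals differ between libraries.

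The table held 24972 gene rows, and 0 of them lacked a name. Of the names, 24407 matched a RefSeq symbol of GRCm38.p6, the assembly that mm10 denotes, and 449 more matched 1 synonym. A further 26 names read as spreadsheet dates and 2 rows repeated an earlier name; none of these is reported by name. No row (0) had a name starting with mt-, so transcripts encoded by the mitochondrial genome were not analysed here. Gene coordinates were taken from the RefSeq table of GRCm38.p6 and count from 1. Transcript lengths and GC contents were taken from GENCODE M21 transcripts.

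Depth was estimated from the low values, which cluster at whole multiples of a step that differs between libraries. Between 80.0% and 92.5% of the low values of a library, up to 8.5 steps, lay within 0.1 step of a whole multiple. The remainder varied slightly from gene to gene, so whole reads could not be had for nearly all genes and tests on counts were not used. Taking the most common low value as the worth of 1 read gave estimated totals of 11400000, 7710000 and 8570000 reads in vehicle replicates 1 to 3, and 6170000, 5010000 and 3670000 in doxorubicin replicates 1 to 3. These totals are approximate. At this depth a gene near the minimum mean of 10 rests on about as many reads per library, and its fold change is correspondingly imprecise.

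Values were used as deposited. After adding a pseudocount of 1 and taking log2, genes with a mean of at least 10 over all 6 libraries were tested with limma 3.58.1 in R 4.3.3, using empirical Bayes moderation with a mean-dependent prior variance. Tests were two-sided and adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Each fold change is doxorubicin minus vehicle on the log2(value + 1) scale, which understates the change of low genes. SD is given over the 3 libraries of a group. A gene was said to have groups that do not overlap when all 3 values of 1 group lay above all 3 of the other. With 3 libraries against 3, an exact two-sided permutation test cannot give a p below 0.1, so no such test is reported for single genes. Libraries were compared by Spearman correlation and principal components of the tested genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

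The test, the samples in it, the gene lists of the report and the alternatives were fixed before the data were examined, apart from those named below as added. The 4 lists of the report are interferon-stimulated genes (50), p53 targets (40), nuclear-encoded respiratory chain subunits (75 present in the table) and contractile genes (20). The respiratory chain list, so named for short, also holds subunits of ATP synthase. They were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 4 lists, and again with fry and with an estimated correlation. Other lists served only for checks. They are atrial, fibroblast, endothelial, macrophage, neutrophil, lymphocyte, mural and erythroid markers, transcripts that tell the sexes apart, clock genes, glucocorticoid-responsive genes and immediate early genes. For these, the percentile of the median change among 10000 random lists matched on mean level was computed.

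Genes were named by a rule with several parts. The first was the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold with a mean of at least 100 and groups that do not overlap, which gave 0 genes. The second was a fixed set of Ifit1, Ifit3, Isg15, Rsad2, Mx1, Irf7, Cxcl10, Zbp1, Cdkn1a, Mdm2, Gdf15, Nppa, Nppb, Myh6 and Top2b, with 1 further gene that is not reported here. The third was the member of each of the 4 lists with the smallest adjusted p, ties being broken by the unadjusted p, which gave Ifi27l2a, Fas, Sdhd and Tnnc1. The adjusted p was tied in every list but the contractile one, and the rule did not foresee ties. The last was the 3 genes with the highest mean in a marker list on which a check rests. Any other gene is said where it appears to have been chosen after its values were seen.

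The alternatives were pseudocounts of 0.5 and 8, no filter on low values, a minimum mean of 50, scaling of each library to the same total, quantile normalization, moderation without the trend or with robust estimation, the replicate number as a block, stricter thresholds, the other set tests, and leaving out each library in turn. Added after the data were seen were library weights, the Xist or Y-linked transcript class as a covariate, a correction for transcript length and GC content, and a threshold of 0.10.

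The gene test was tested on simulated data drawn around the real means, with 200 genes changed. With the spread of the vehicle libraries, 59.8% of 2-fold and 92.6% of 4-fold changes were recovered among 12172 tested genes, with 4 false calls. With the pooled spread of both groups, 26.3% and 71.4% were recovered among 12187 tested genes, with 6 false calls. In the real data 5221 genes had groups that do not overlap, far more than the 200 changed here. The shares recovered therefore do not describe the real comparison, where Cdkn1a was not called at a log2 fold change of 2.70. Calling 0 genes there does not show that 4-fold changes are absent. Genes that share reads with a near-identical copy or overlap another gene are uncertain, because how such reads were counted is not given in the sources used here.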

Results

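Cardiomyocyte RNA from 3 vehicle-treated and 3 doxorubicin-treated MX1gfp mice was compared 48 hours after a single injection. Doxorubicin is an anthracycline used against cancer that poisons topoisomerase II, damages DNA and is toxic to the heart. Mx1 is an interferon-stimulated gene, so the reporter strain places the interferon response among the questions of the study. The values are normalized read counts per gene as the authors deposited them. They summed to 7217950, 7382980 and 7500390 in vehicle replicates 1 to 3 and to 6498370, 6067140 and 5410780 in doxorubicin replicates 1 to 3. Between 14977 and 15388 genes had a value above 0 in a library. The reads behind these values, estimated from the spacing of the low values, numbered about 7710000 to 11400000 in the vehicle libraries and 3670000 to 6170000 in the doxorubicin libraries. Every doxorubicin library was therefore shallower than every vehicle library, and depth and treatment could not be separated.

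The 3 vehicle libraries resembled each other closely, with Spearman correlations across 12477 genes of 0.986 to 0.989. The doxorubicin libraries were less alike, at 0.912 to 0.952. Doxorubicin replicate 1 lay near the vehicle libraries, with correlations of 0.977 to 0.982, whereas replicate 2 correlated with them at 0.896 to 0.914 and replicate 3 at 0.860 to 0.876. Genes are not independent replicates, so these values describe the libraries only. On the first principal component, which held 68.9% of the variance, the vehicle libraries scored between -47.4 and -36.8 and the doxorubicin libraries -16.2, 59.0 and 80.2. The median gene had an SD on the log2 scale of 0.163 among vehicle libraries and 0.334 among doxorubicin libraries. The 10 highest genes held 12.1% to 13.7% of the total in the vehicle libraries, 11.7% in doxorubicin replicate 1, 5.15% in replicate 2 and 4.64% in replicate 3. No pair of libraries held identical columns, and 3 to 17 of the tested genes had the same value in a pair.

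**Figure D1:**
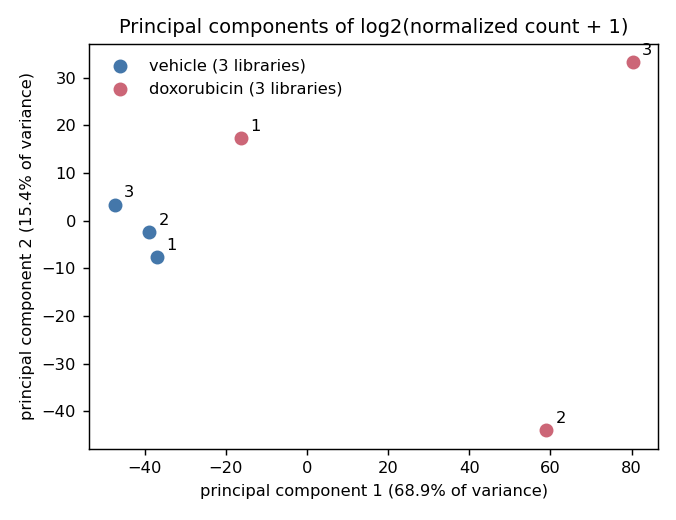
Scores of the 6 libraries on the first and second principal components of log2(normalized count + 1), holding 68.9% and 15.4% of the variance, with vehicle in blue, doxorubicin in red and the replicate number beside each point. The vehicle libraries sit together between -47.4 and -36.8 on the first component, with doxorubicin replicate 1 at -16.2 and the other doxorubicin libraries at 59.0 and 80.2.

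Transcripts of the X-inactivation gene Xist and of the Y chromosome split the libraries in another way than treatment did. Vehicle replicate 3 and doxorubicin replicates 1 and 3 had Xist values of 1558, 1933 and 2093 and a Ddx3y value of 0. Vehicle replicates 1 and 2 and doxorubicin replicate 2 had Xist values of 0 to 1.92 and Ddx3y values of 659 to 958. The labels give no sex. Each list is therefore also given within these classes, as values without a test, because 1 class holds a single doxorubicin library and the other a single vehicle library.

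The first comparison asked which genes differed between doxorubicin and vehicle. Of 12477 genes tested with limma, 0 were higher and 0 were lower at a Benjamini-Hochberg adjusted p under 0.05, and the smallest adjusted p was 0.0859. At an unadjusted p under 0.05 there were 4485 genes (35.9%), of which 2081 were higher and 2404 lower. In 5221 genes (41.8%, against 10% by chance for 3 libraries against 3) the groups did not overlap, with 2401 higher and 2820 lower after doxorubicin. The median absolute log2 fold change of those genes was 0.70. The alternative that moved the result most was leaving out doxorubicin replicate 1, after which limma called 2409 genes higher and 2718 lower, with a smallest adjusted p of 2.29e-05. Leaving out doxorubicin replicate 2 gave 0 genes higher and 1 lower, and leaving out any other single library gave 0. At the threshold of 0.05 with all 6 libraries, no single gene is therefore reported as changed. The size of its difference and the overlap of its groups are given for each gene below.

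The second comparison asked whether interferon-stimulated genes were higher after doxorubicin. All 50 genes of the list had a positive log2 fold change, from 0.36 to 3.16, with a median of 0.95 and a mean of 1.09. The groups did not overlap in 40 of them. When adjusted over the list alone, 28 of the 50 passed 0.05, against 0 over all genes tested. The set test camera at the preset correlation of 0.01 gave an adjusted p of 3.4e-14. That call did not hold under fry (adjusted p 0.0679) or with an estimated correlation (0.31). The medians relative to the vehicle mean were 0.73, 0.56 and 1.71 in doxorubicin replicates 1, 2 and 3. Replicate 3 contributed most, and without it the median was 0.63. Scaling each library to the same total, which shifted the median of all genes to 0.29, gave 1.26. Within the libraries with Y-linked transcripts the median was 0.49, and within those with Xist it was 1.22. The 10 macrophage marker genes were also higher, with a median log2 fold change of 1.57.

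Among the interferon-stimulated genes named, Zbp1 differed most. Zbp1 (chromosome 2, 173206612 to 173218959, GRCm38) rose from 6.63 ± 1.77 to 96.3 ± 98.5 normalized counts (SD, n = 3 in each group), a log2 fold change of 3.16 (SE 0.72, limma adjusted p 0.0859). Its values were 24.0, 56.6 and 208 in doxorubicin replicates 1 to 3. Ifi27l2a (chromosome 12, 103433873 to 103443680), with the smallest unadjusted p of the list, rose from 75.4 ± 11.1 to 363 ± 183, a log2 fold change of 2.10 (SE 0.42, adjusted p 0.0859). Irf7 (chromosome 7, 141263183 to 141266499) rose from 106 ± 8.94 to 562 ± 467, or 2.06 on the log2 scale (SE 0.53, adjusted p 0.0859). The log2 fold changes of Cxcl10 (chromosome 5, 92346638 to 92348889), Ifit1 (chromosome 19, 34640889 to 34650009), Ifit3 (chromosome 19, 34583119 to 34588982) and Isg15 (chromosome 4, 156199424 to 156200818) were 1.79, 1.76, 1.52 and 1.37, with adjusted p of 0.116, 0.0859, 0.0859 and 0.107. Doxorubicin replicate 3 had the highest value of each, and without it Cxcl10 was 1.00, Ifit1 1.14 and Isg15 0.74. In all 7 of these genes the lowest doxorubicin value exceeded the highest vehicle value. Ifit3 has a close copy, Ifit3b, with which reads may be shared. Rsad2 (chromosome 12, 26442743 to 26456452) had a smaller difference of 0.72 (adjusted p 0.150), and its groups overlapped. It was 1.10 without doxorubicin replicate 2 and 0.42 without replicate 3.

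Mx1 itself (chromosome 16, 97447035 to 97462906) was low in 5 of the 6 libraries. It had 2.49, 0.971 and 5.34 normalized counts in the vehicle libraries and 1.06, 2.43 and 95.4 in doxorubicin replicates 1 to 3. Its log2 fold change of 1.32 (SE 1.46, limma adjusted p 0.533) lay within the spread between replicates and rested on replicate 3, without which it was -0.40. Reads from the reporter sequence were not analysed here, and how the altered locus affects this row is not known.

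**Figure D2:**
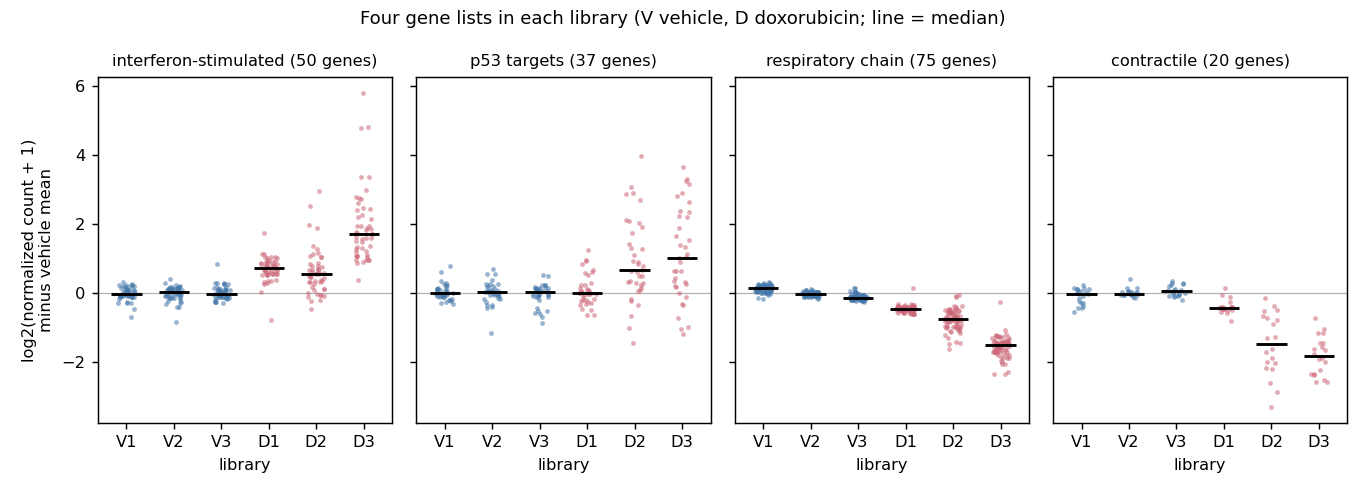
Change of each gene of the 4 lists in each library, as log2(normalized count + 1) minus the mean of the vehicle libraries, with 1 point per gene and a black line at the median of the library (V vehicle, D doxorubicin, with the replicate number). The medians of doxorubicin replicates 1 to 3 are 0.73, 0.56 and 1.71 for interferon-stimulated genes, 0.0054, 0.68 and 1.02 for p53 targets, -0.46, -0.75 and -1.51 for the respiratory chain and -0.42, -1.46 and -1.81 for contractile genes.

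The third comparison concerned p53 targets, since doxorubicin damages DNA. Of 40 genes, 37 were tested, of which 30 were higher and 7 lower, with log2 fold changes from -0.98 to 2.70, a median of 0.66 and a mean of 0.72. The groups did not overlap in 10 of the higher and 4 of the lower genes. Adjusted over the list alone, 1 gene passed 0.05, against 0 over all genes tested. The preset-correlation camera test gave an adjusted p of 0.00087, which did not hold under fry (0.149) or with an estimated correlation (0.329). The median in doxorubicin replicate 1 was 0.0054, against 0.68 and 1.02 in replicates 2 and 3, but its members moved both ways, with Cdkn1a, Gdf15 and Fas above and Ccng1 below every vehicle library. The median depended on single libraries, falling to 0.37 without vehicle replicate 3 and to 0.39 without doxorubicin replicate 3. A minimum mean of 50 gave 0.29. Within the libraries with Y-linked transcripts the median was 0.56, and within those with Xist it was 0.54.

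Cdkn1a (chromosome 17, 29090979 to 29100722) rose from 253 ± 82.3 to 2209.5 ± 1681 normalized counts (SD, n = 3 in each group), a log2 fold change of 2.70 (SE 0.74, limma adjusted p 0.0859). Its doxorubicin values were 433, 3774 and 2422 in replicates 1 to 3, against 158 to 310.3 in the vehicle libraries. Gdf15 (chromosome 8, 70629393 to 70632470) rose by 2.07 (SE 0.60, adjusted p 0.0859), from 10.6 ± 5.35 to 54.0 ± 38.7. Fas (chromosome 19, 34290647 to 34327775), with the smallest unadjusted p of the list, rose from 102 ± 12.7 to 383 ± 165, a log2 fold change of 1.80 (SE 0.34, adjusted p 0.0859). Mdm2 (chromosome 10, 117688875 to 117710758) differed by 0.25 (SE 0.14, adjusted p 0.235), from 494 ± 19.2 to 590.3 ± 63.9. The groups did not overlap in any of these 4 genes. Ccng1, the list's most abundant member and chosen after its values were seen, went the other way, from 10814 ± 637 to 6014 ± 1604 (log2 fold change -0.88, adjusted p 0.0859).

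The fourth comparison concerned nuclear genes of the mitochondrial respiratory chain and of ATP synthase, together called the respiratory chain list. All 75 were lower after doxorubicin, with log2 fold changes from -1.47 to -0.25, a median of -0.91 and a mean of -0.93, and the groups did not overlap in 71. Adjusted over the list alone, 64 passed 0.05, against 0 over all genes tested. The preset-correlation camera test gave an adjusted p of 7.25e-18, which did not hold under fry (0.0679) or with an estimated correlation (0.31). The medians were -0.46, -0.75 and -1.51 in doxorubicin replicates 1 to 3, and without replicate 3 the list's median was -0.60. Within the libraries with Y-linked transcripts the median was -0.80, and within those with Xist it was -0.89. Whether a lower share of cardiomyocyte RNA in the libraries accounts for this fall was not tested. Sdhd (chromosome 9, 50596340 to 50603849), with the smallest unadjusted p of the list, fell from 3799 ± 76.1 to 1881 ± 694 normalized counts, a log2 fold change of -1.07 (SE 0.26, limma adjusted p 0.0859).

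The fifth comparison concerned contractile genes of the cardiomyocyte. All 20 were lower after doxorubicin, with log2 fold changes from -2.10 to -0.56 and a median and mean of -1.23, and the groups did not overlap in 16. Adjusted over the list alone, 0 passed 0.05, as over all genes tested. The preset-correlation camera test gave an adjusted p of 2.74e-06, which again did not hold under fry (0.0679) or with an estimated correlation (0.31). Doxorubicin replicate 1 had a median of -0.42, against -1.46 and -1.81 in replicates 2 and 3. Quantile normalization moved the list's median most, to -0.48. Within the libraries with Y-linked transcripts the median was -1.47, and within those with Xist it was -1.11.

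Tnnc1 (chromosome 14, 31208312 to 31211729), with the smallest adjusted p of the contractile list, fell from 18131 ± 245 to 8041 ± 4513 normalized counts (SD, n = 3 in each group), a log2 fold change of -1.31 (SE 0.40, limma adjusted p 0.0859). Myh6 (chromosome 14, 54941921 to 54968017) fell from 251419 ± 61710.1 to 102217 ± 107139, or -1.79 on the log2 scale (SE 0.93, adjusted p 0.199). Under quantile normalization the differences of Tnnc1 and Myh6 were -0.82 and -0.47. The groups of Myh6 overlapped, because doxorubicin replicate 1 held 225671, above the lowest vehicle library at 181986. Doxorubicin replicates 2 and 3 held 33549 and 47431. Myh6 shares sequence with the neighbouring Myh7. The natriuretic peptide genes lie next to each other on chromosome 4 and differed in behaviour. Nppb (147985786 to 147987205) fell from 2565 ± 436 to 593 ± 406 (log2 fold change -2.52, SE 0.68, adjusted p 0.0859), with groups that did not overlap, and the difference was -1.62 without doxorubicin replicate 2. Nppa (148000722 to 148002074) changed from 365 ± 5.65 to 529.6 ± 314 (0.34, SE 0.41, adjusted p 0.567), within the replicate spread. Its highest value, 860.0, was in doxorubicin replicate 1, and without that library the log2 fold change was -0.10. The same library held the highest value of the atrial marker Myl7, at 236 against 28.7 to 75.5 in the vehicle libraries. Top2b (chromosome 14, 16365206 to 16430787), which encodes the topoisomerase II isoform of the heart, changed from 814 ± 47.4 to 744 ± 53.8 (-0.13, SE 0.14, adjusted p 0.514), within the replicate spread. Scaling each library to the same total gave 0.17, a change of sign that follows from the shift of the median of all genes to 0.29 under that scaling.

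**Figure D3:**
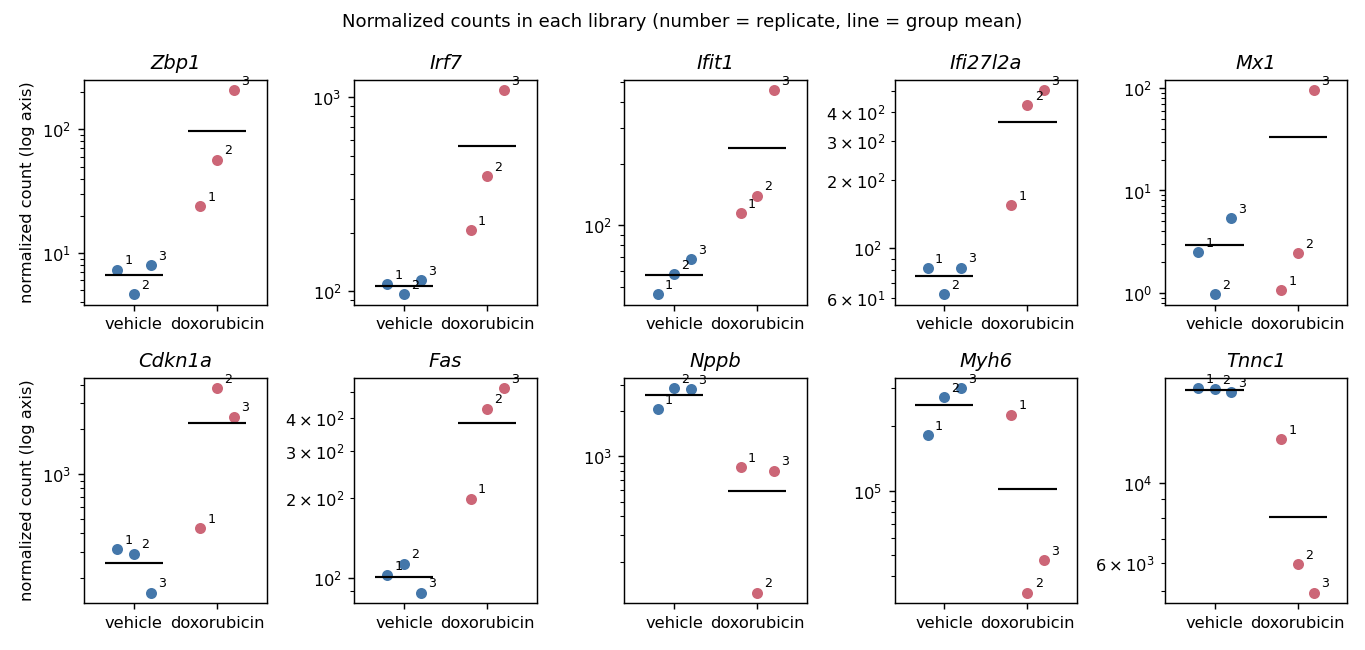
Normalized counts of 10 genes in each library on a log axis, with vehicle in blue, doxorubicin in red, the replicate number beside each point and a line at the arithmetic mean of each group. Zbp1, Irf7, Ifit1, Ifi27l2a, Cdkn1a and Fas have every doxorubicin point above every vehicle point, Nppb and Tnnc1 have every doxorubicin point below, and Mx1 and Myh6 overlap.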

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

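Library weights, the Xist or Y-linked class covariate, the length and GC correction and the threshold of 0.10 were chosen after the data were seen; the other alternatives were planned. With all 6 libraries at equal weight, limma called 0 genes higher and 0 lower at pseudocounts of 0.5 and 8, without a filter (17074 genes), with a minimum mean of 50 (10025 genes), with equal totals, with quantile normalization, without the trend, with robust estimation, with the class covariate and with the length and GC correction (12376 genes). The smallest adjusted p among these ran from 0.064 with equal totals to 0.111 without the trend, and 4098 to 4936 genes had an unadjusted p under 0.05 outside the minimum mean of 50, which gave 3919. The thresholds of 0.01, and of 0.05 with at least 2-fold change, also gave 0. A threshold of 0.10 gave 1383 genes higher and 1639 lower. Scaling to equal totals shifted the median of all genes to 0.29, so its list values are higher by about that much.

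Doxorubicin replicate 1 decided the number of genes called. Without it 2409 genes were higher and 2718 lower, and limma's library weights, which gave it a weight of 0.277, gave 1954 higher and 2318 lower. Of the 5127 genes called without it, 2945 were under an adjusted p of 0.10 with all libraries. In 4573 of the 5127 (89.2%) doxorubicin replicate 1 moved the same way from the vehicle mean. Its median log2 change along that direction was 0.32, against a median absolute change of 1.03 in replicates 2 and 3. Both changes share the vehicle mean, which favours the same direction. Over the 6 fits that leave out a library, the numbers ran from 0 to 2409 higher and from 0 to 2718 lower, and the smallest adjusted p from 2.29e-05 to 0.256. Removing doxorubicin replicate 2 gave 1 gene lower, Zfp966, named after its values were seen. Zfp966 was listed at 0 in doxorubicin replicates 1 and 3 and at 63.1 to 96.6 in the other 4 libraries. Replicate 1 lies between the groups on the first principal component (-16.2), and its changes correlate with those of the other doxorubicin libraries at 0.305 to 0.492.

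The camera calls at the preset correlation were kept for all 4 lists when any library was left out and under each other setting of scaling, filter, pseudocount, moderation, weights or covariate. None was kept by the other set tests, while the list medians, which no set test uses, stay the same. For interferon-stimulated genes (median 0.95) the adjusted p was 0.0679 with fry and 0.31 with an estimated correlation, for p53 targets (0.66) 0.149 and 0.329, for the respiratory chain (-0.91) 0.0679 and 0.31, and for contractile genes (-1.23) 0.0679 and 0.31. Those tests allow for correlation between the genes of a list, and the preset value of 0.01 allows for little. The fry test also asks another question, whether the genes of a list change at all rather than more than other genes. It was run without the mean-dependent prior variance. With a library left out, the medians ran from 0.63 to 1.24 (interferon), 0.37 to 0.74 (p53), -1.14 to -0.60 (respiratory chain) and -1.67 to -0.95 (contractile). The interferon and respiratory chain medians nearest 0 came without doxorubicin replicate 3 (0.63 and -0.60). The p53 median was 0.37 without vehicle replicate 3 and 0.39 without doxorubicin replicate 3. A minimum mean of 50 gave 0.29 for p53 targets, with fewer genes in the list. Quantile normalization gave -0.48 for contractile genes. It gives every library the same set of values, so it removes part of any fall shared by the highest genes, Myh6 among them. The 10 highest genes held 12.1% to 13.7% of the total in the vehicle libraries and 5.15% and 4.64% in doxorubicin replicates 2 and 3. How much of the smaller difference follows from this was not tested.

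Of the values for named genes under the alternatives, 328 kept their direction and their side of the threshold, 25 passed the threshold (12 with library weights and 13 without doxorubicin replicate 1) and 4 reversed. Top2b was 0.17 with equal totals, by the shift of all genes. Nppa was -0.11 with library weights and -0.10 without doxorubicin replicate 1, which held its highest value, and ran up to 0.84 without doxorubicin replicate 2. Mx1 was -0.40 without doxorubicin replicate 3, the library with most of its normalized counts, and ran up to 2.37 without doxorubicin replicate 1.

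The replicate numbers did not pair the libraries. The deviations of same-numbered libraries from their group means correlated at -0.13, 0.033 and -0.093 across genes. With the replicate number as a block, 0 genes were higher and 0 lower (smallest adjusted p 0.115), and the list calls were kept, with adjusted p of 1.07e-16, 0.00017, 4.14e-20 and 2.19e-05 for the interferon, p53, respiratory chain and contractile lists.

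The edgeR and DESeq2 tests and the TMM scaling were not run, since the values are not counts and whole reads could not be had for nearly all genes. Depth limits the lowest genes most: 1 read was worth 0.635 to 0.958 normalized counts in the vehicle libraries and 1.05 to 1.48 in the doxorubicin libraries, so a value of 10 rests on fewer reads after doxorubicin.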

Other observations

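The tests of the number of called genes against other splits, of a lower cardiomyocyte share, of macrophage, red cell and atrial RNA and of the skipped multiples were chosen only after the results were seen, as were the corrections for length and GC content and for the Xist or Y-linked class.

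The 6 libraries can be split into groups of 3 in 10 ways. Because the real split called 0 genes, 10 of 10 splits reached that number by construction, and this count decides nothing. The real split gave the most genes at an unadjusted p under 0.05, 4485 against at most 1411, so 1 of 10 splits reached that number. For the medians of the interferon, p53, respiratory chain and contractile lists the number was likewise 1 of 10 each. With 10 splits the share cannot go below 0.1, so chance cannot be excluded for the number at an unadjusted p under 0.05 or for the list medians. The split that follows Xist and Y-linked transcripts called 5 genes, which were Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and adding that class to the comparison of treatments gave 0 genes.

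Doxorubicin replicate 1 lay near the vehicle libraries, and a wrong label might be the reason. Its change was therefore correlated across genes with that of the other doxorubicin libraries, each change taken against a different vehicle library so that no control was shared. The lowest of 6 correlations was 0.305 and the highest 0.492, against -0.165 to 0.165 when a vehicle library took its place and 0.578 to 0.670 for doxorubicin replicate 2. In addition, 49 of the 50 interferon-stimulated genes were higher in this library than in any vehicle library. A vehicle library under a wrong label would not be expected to share these changes, so the values argue against that explanation. A smaller dose delivered, a slower response and a difference between animals stay open and were not tested.

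Doxorubicin replicates 2 and 3 lay far from the vehicle libraries and are also the shallowest, so counting noise could separate them. Among genes with a mean of at least 1000, where counting noise is small, the highest Spearman correlation of replicate 3 with a vehicle library was 0.470, against 0.942 to 0.973 between vehicle libraries and 0.881 between replicates 2 and 3. Noise of shallow libraries is thus not enough. A difference in the composition of the libraries or in the cells they came from stays open.

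Transcript length and GC content could bias the lists. Across 99.2% of the tested genes, the log2 fold change had a Spearman correlation of 0.084 with length and 0.0027 with GC content. After correction for both, the interferon median was 0.99 and the contractile median -1.20, close to the uncorrected 0.95 and -1.23, which argues against length and GC as their cause. The p53 median went from 0.66 to 0.59 and the respiratory chain median from -0.91 to -0.85.

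Contractile transcripts were lower while transcripts of other cardiac cells were higher, which a lower share of cardiomyocyte RNA might explain. The same question stays open for the respiratory chain list, which was also lower. The median log2 fold changes of the marker lists were 0.84 for fibroblasts (10 genes), 0.77 for endothelium (10), 1.57 for macrophages (10), 3.99 for neutrophils (5) and -0.09 for mural cells (7), and no lymphocyte marker (0 of 7 in the table) reached the minimum mean. A lower cardiomyocyte share alone would raise these alike. In permutation tests of the 10 pairs of lists, the smallest adjusted p was 1e-04, from the smallest raw p the permutations can give, for macrophages (mean 1.51) against mural cells (mean -0.13). The mural genes went both ways, however, with 3 higher and 4 lower, from -1.08 to 0.56, and the most abundant, Rgs5, at 5492 ± 2005 and 8070.5 ± 2428 in vehicle and doxorubicin. Their medians were 0.12, -0.88 and 0.06 in doxorubicin replicates 1 to 3, -0.40 to 0.57 in the vehicle libraries, and -1.08 and 0.63 within the Y-linked and Xist classes. Fibroblasts and endothelium were not told apart (0.887), and the other pairs had adjusted p of at most 0.0157. Macrophages stood apart from endothelium (means 1.51 and 0.69, adjusted p 0.000575) and from fibroblasts (mean 0.73, adjusted p 0.00529). Only 1 of the 8 neutrophil genes had a vehicle mean of at least 10, so the rise itself decided which of them were tested. Their median is therefore inflated, and pairs with neutrophils or mural cells are not relied on. Genes are not independent replicates, so these tests describe the lists. The mural median was -0.24 with quantile normalization and 0.20 with equal totals, where the median of all genes shifted to 0.29. The fibroblast, endothelial and macrophage medians stayed positive under both. Marker genes also diverged within a list. Dcn went from 2706 ± 236 to 10837 ± 7491 and Gsn from 8469 ± 749 to 23605 ± 10464, while Col3a1 went from 1716 ± 479 to 1381 ± 759; Fabp4 went from 5363 ± 1435 to 11986 ± 2420 and Kdr from 4036 ± 509 to 3566 ± 1497. The macrophage, endothelial and fibroblast medians were 0.64, 0.61 and 0.39 in doxorubicin replicate 1, 1.31, 0.66 and 1.03 in replicate 2 and 2.56, 0.94 and 1.10 in replicate 3, so the excess of macrophage markers rests largely on replicate 3 and is not seen over endothelium in replicate 1. Over the group as a whole it argues against a loss of cardiomyocyte RNA alone, but such a loss together with changes within the other cells stays open.

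The interferon list might be higher because macrophage RNA was added. The macrophage list rose by a median of 1.57, with Lyz2 at 766 ± 35.8 and 3425 ± 2953, Csf1r at 405 ± 25.0 and 863 ± 550 and C1qa at 311 ± 33.4 and 938 ± 326 normalized counts in vehicle and doxorubicin. All 10 macrophage genes had a vehicle mean of at least 10, as did 46 of the 50 interferon-stimulated genes, and no gene was in both lists. Both lists were higher in every doxorubicin library. The interferon medians were 0.73, 0.56 and 1.71 in replicates 1 to 3, and the macrophage medians 0.64, 1.31 and 2.56. The interferon rise thus slightly exceeded the macrophage rise in replicate 1 only. Interferon signalling, in cardiomyocytes or in other cells, and RNA from more macrophages therefore cannot be told apart for this list without sorted cells.

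Inflammatory transcripts stood out in doxorubicin replicate 3. In that library 86 genes were at least 4-fold above every other library (after adding 5 to each value), against 18 in doxorubicin replicate 2 and 0 to 4 in the others. Chosen after their values were seen, Saa3 had 4841 normalized counts there against at most 17.9 elsewhere, Acod1 938 against at most 4.80, Il1b 979 against at most 33.5 and Ccl5 734 against at most 8.45. Of the 10 macrophage genes, 9 were highest in this library, Mrc1 being the exception, although C1qa exceeded the next library by only 1.01-fold. Macrophage RNA in that preparation and induction of these genes in resident cells cannot be told apart, since this is 1 library without sorted cells. It is also the library that holds most of the Mx1 signal.

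Red cell RNA may have entered doxorubicin replicate 1. All 6 tested erythroid genes were above every vehicle library there, with Hba-a1 at 8218 against 1074 to 1961, Hbb-b1 at 6863 against 818 to 1442 and Hbb-b2 at 492 against 70.3 to 201. The globin genes have near-identical copies, so the split between copies is uncertain. In doxorubicin replicates 2 and 3, Hba-a1 was at 244 and 415, below the vehicle libraries, so the list's median of -0.99 describes no library well. Different washing out of blood would give such values, and no biological explanation was tested.

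Atrial tissue could likewise have entered the same library. All 5 atrial genes were above every vehicle library, with Myl4 at 266 against 47.8 to 77.0, Myl7 at 236 against 28.7 to 75.5 and Dkk3 at 124 against 14.5 to 41.4. Dkk3 was not particular to this library, at 63.4 and 192 in doxorubicin replicates 2 and 3, and Bmp10, chosen after its values were seen, was at 5.24 here and at 16.3 in replicate 3. Nppa, at 860.0 against 359 to 369, followed them. The list's median over the 3 doxorubicin libraries was 1.16, above 99.35% of matched lists, but it was 0.37 and 1.06 in replicates 2 and 3. An incomplete separation of atria and ventricles is a candidate explanation for Myl4 and Myl7 in replicate 1 but does not account for Dkk3 and Bmp10 in replicate 3, while induction of atrial genes in ventricular cells was not tested.

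Glucocorticoid-responsive transcripts were higher after doxorubicin in a way that the general shift between the groups might produce. The median of the 8 genes was 1.41 (1.71 with equal totals, 1.51 with quantile normalization), at the 100th percentile of 10000 lists matched on mean level. This argues against a shift shared by genes of like level. The fibroblast, endothelial and macrophage lists also stood at the 100th percentile, and matching on level does not match the cell of origin. A shift towards RNA of other cells is therefore not excluded. The rise was absent from replicate 1 (0.05) and large in replicates 2 and 3 (2.41 and 1.76). The most abundant members were less uniform. Pdk4 had 5233, 14722 and 3064 normalized counts in doxorubicin replicates 1 to 3 against 2100.1 to 6254 in the vehicle libraries, Mt1 had 664, 3707 and 980.4 against 683 to 986, and Sgk1 had 1071, 1947 and 2149 against 544 to 1007. Limma called 0 of the 8 genes, also when adjusted over the list alone, and only 1 had groups that did not overlap. A stress hormone response to systemic toxicity is a hypothesis that hormone levels would test.

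The clock genes had a median of 0.01, at the percentile 58.49 of matched lists, which decides nothing because 6 members were higher and 6 lower, from -1.09 to 1.79. The list medians were -0.71, -0.06 and 0.36 in doxorubicin replicates 1 to 3, against -0.04 to 0.11 in the vehicle libraries. Chosen after their values were seen, Dbp was at 66.9 in replicate 1 against 348 to 418 in the vehicle libraries, and Arntl at 303 against 138 to 184. The labels give no time of day for the collection, and no explanation was tested. The immediate early genes had a median of -0.39, at the percentile 32.35, and -0.09 with equal totals. Their medians were 0.04, -0.69 and -0.41 in doxorubicin replicates 1 to 3 and -0.35 to 0.45 in the vehicle libraries.

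The low values of each library skip certain multiples of the common step. Vehicle replicate 1, for example, held 232 values within 0.25 step of 4 steps, 8 within that distance of 5 and 213 of 6, and the first multiple skipped was 5, 9, 5, 6, 6 and 10 in vehicle replicates 1 to 3 and doxorubicin replicates 1 to 3. If estimated counts were multiplied by a factor above 1 and rounded before scaling, they would skip a second multiple near 3 times the first. That was found in 5 libraries, at 15, 28, 16, 19 and 17. Doxorubicin replicate 3 had 1 skipped multiple among the 32 scanned, where the second would lie near the end of the range, so it decides nothing. An extra scaling of this kind may therefore precede the normalization, in which case the estimated read totals are slightly too high.

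Snurf and Snrpn, chosen after their values were seen, overlap in the genome. Snurf was listed at 0 in doxorubicin replicate 3 and at 181 to 333 elsewhere, while Snrpn was at 199 there and at 207 to 409 elsewhere. No explanation of this was tested.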
